A study of Homo sapiens with 8 samples.

How the data were processed

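HepG2 cells, an established liver cancer line, were transfected with a short interfering RNA (siRNA) against NAT10 (siNAT10) or with a negative control siRNA (siCtrl), and RNA was collected 2 days later. Each group had 4 libraries, and the labels placed replicates 1 and 2 of both groups in batch 1 and replicates 3 and 4 of both groups in batch 2. The libraries were made with a Lexogen QuantSeq kit, which primes on the poly(A) tail and reads the 3' end of mRNAs, so that a count stands for transcripts and does not grow with transcript length. The kit's orientation was given as forward in the series text and as reverse in the sample protocols, and the 2 statements were not reconciled here.

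The deposited values were whole-number counts per gene, which the authors made by STAR alignment to GRCh38 followed by featureCounts, per the labels. The annotation release, the strand setting and the treatment of reads that map to several places or fall in more than one gene are not recorded in the labels. A gene that shares sequence with a near-identical copy or overlaps another gene can therefore have lost or gained reads in counting. The deposited count table had 86369 Ensembl gene identifiers and 8 columns, one per library. Each column was matched to its library through the column named in the sample descriptions, and 0 columns were left unused. The described matrix has a name with a SLAM_ prefix that differs from the deposited one, and both were taken as the same matrix. Of the deposited identifiers, 61458 matched one of the 62700 genes of GENCODE 44 on GRCh38, which gave symbols, coordinates and transcript sequences. The identifiers without a match took between 1.27% and 1.65% of a library's counts and stayed in the tests. Total counts per library ran from 9731718 to 27977110, and batch 2 held the 2 shallowest siNAT10 libraries (12935636 and 9731718 counts). The labels name no molecular identifiers, so statements on depth cover counting error only.

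Genes were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its default minimum count of 10, which left 13840, library sizes were scaled by TMM, and the quasi-likelihood F test (glmQLFit, glmQLFTest) was run with batch and siRNA as additive terms. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a second count required a fitted log2 fold change of at least 1 in size. The standard error of a fold change was taken from the F statistic. Abundances are given as CPM, counts divided by the TMM-scaled library size and scaled to a common total. For the genes counted near 0 and those set beside them, the library total without TMM scaling was used. The same model with an interaction of batch and siRNA tested whether the effect differed between batches, and each batch was fitted alone. NAT10 itself was also tested by an exact two-sided permutation test of log2 CPM. Gene sets were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation between genes 0.01), with adjustment over the 16 sets. The sets held 591 entries written from general knowledge, of which 503 were tested. They were ribosomal proteins, ribosome biogenesis, p53 targets, G2/M mitosis, S phase, ATF4 response, endoplasmic reticulum stress, interferon response, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, secreted hepatocyte proteins, hypoxia and glycolysis, mesenchymal genes (EMT), mitochondrially encoded genes and nuclear oxidative phosphorylation genes.

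The tests, the alternatives, the sets and the rule for named genes were fixed before the data were examined. The named genes were NAT10 and, in each direction, the 5 genes with the largest fitted fold change among called genes with a symbol, a mean of at least 8 CPM, and every siNAT10 library beyond both siCtrl libraries of its batch. For each set past the threshold, the called member with the largest change could also be named, and 1 such gene is not reported here. The alternatives were a fit without the batch term, a replicate block, the DESeq2 1.42.0 Wald test, RLE size factors, library size alone, no filter on low counts, a mean of at least 10 counts, each batch alone, each library left out in turn, fry and an estimated correlation in place of camera's preset one, and glmTreat against a fold of 1.2. Thinning all libraries to the smallest total was added after the depths had been seen.

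Both groups share replicate numbers, so it was checked whether same-numbered libraries deviated together. The correlations across genes of their deviations from the group means were 0.39, 0.38, 0.45 and 0.36 for replicates 1 to 4, so a fit with the replicate number as a block is given beside the one with the batch term. The shared deviation was largely that of the batch: differently numbered libraries of one batch correlated at 0.38, 0.50, 0.33 and 0.14, and after the mean of each group within its batch was removed, same-numbered libraries correlated at -0.06 in batch 1 and 0.17 in batch 2. Libraries of one group and batch differed by far more than counting noise, with a chi-square per degree of freedom between 16.7 and 27.0, so no library was treated as a duplicate of another.

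The fits were tested on simulated counts with known changes. Of 122 simulated genes changed by at least 1 on the log2 scale, 89.3% were called, and of all 194 changed genes 71.1% were called, so smaller changes were recovered less often. In the same simulation, 4.73% of the calls among 13647 genes were unchanged genes, and the 1 shifted set was recovered while 0 of 15 unchanged sets were called. The simulated genes were drawn independently of each other, so this cannot show how often sets of correlated genes are called by mistake. In the data, the estimated correlation between genes of a set ran from -0.029 (interferon) to 0.38 (cholesterol synthesis).

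After the results had been seen, the fold changes were compared with heptamers (words of 7 bases) in the 3' untranslated region (UTR) of each gene's canonical transcript in GENCODE 44. For 8128 genes with a mean of at least 8 CPM and a 3' UTR of at least 30 bases, NAT10 left out, the log2 fold change was regressed on the presence of each of the 16384 heptamers, with the log length of the UTR, its square, base composition, the products of composition and log length, and the gene's abundance as covariates. The t of such a fit runs across genes, which are not independent replicates, and was used for ranking. On permuted fold changes, 5 of 5 planted heptamers ranked first. The planted change was -0.15, so the recovery of smaller changes was not tested. Permuting also breaks any link between fold change and UTR. The largest t in size without a planted word, 4.69, is therefore no bound for the data. Near-identical copies of transcript ends were sought with BLAST 2.17.0 (at least 97% identity over at least 150 bases of the last 250). Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.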

Results

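NAT10 encodes an RNA cytidine acetyltransferase, and its knockdown in HepG2 cells was profiled to find which transcripts change when it is depleted. Polyadenylated RNA was measured at its 3' ends in 8 libraries, 4 from cells given siCtrl and 4 from cells given siNAT10, 2 days after transfection. The siCtrl libraries held 27385652, 17347226, 22512520 and 14042898 counts (replicates 1 to 4) and the siNAT10 libraries 18513912, 27977110, 12935636 and 9731718 counts. Between 19155 and 21825 genes had a count in a library. The first principal component of log2 CPM carried 38.6% of the variance and separated batch 1 from batch 2, with all batch 1 libraries between -27.9 and -26.5 and all batch 2 libraries between 25.2 and 30.9. Batch was a term of the model, as set beforehand. The most abundant gene took at most 1.68% of the counts of any library.

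The target gene was examined first. NAT10 (ENSG00000135372; GRCh38 chromosome 11, 34105617 to 34147670, plus strand) stood at 52.6 ± 17.2 CPM in siCtrl (SD, n = 4) and at 16.9 ± 5.04 CPM in siNAT10 (SD, n = 4). The siCtrl values were 44.7, 39.2, 77.8 and 48.9 CPM and the siNAT10 values 13.1, 12.2, 20.1 and 22.3 CPM, so the groups did not overlap in either batch. The fitted log2 fold change was -1.66 with a standard error of 0.14 (edgeR quasi-likelihood test, adjusted p 2.0e-05), which left 31.6% of the siCtrl level. NAT10 had the lowest adjusted p of all tested genes. The exact two-sided permutation test over 70 arrangements gave p = 0.029, the smallest it can give, and with labels exchanged only within batches the exact p was 0.056, the smallest that 36 arrangements can give. Within batches the log2 fold change was -1.73 in batch 1 and -1.58 in batch 2. The alternative that moved the call was batch 2 alone, 2 libraries against 2, where the edgeR adjusted p was 0.086.

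**Figure D1:**
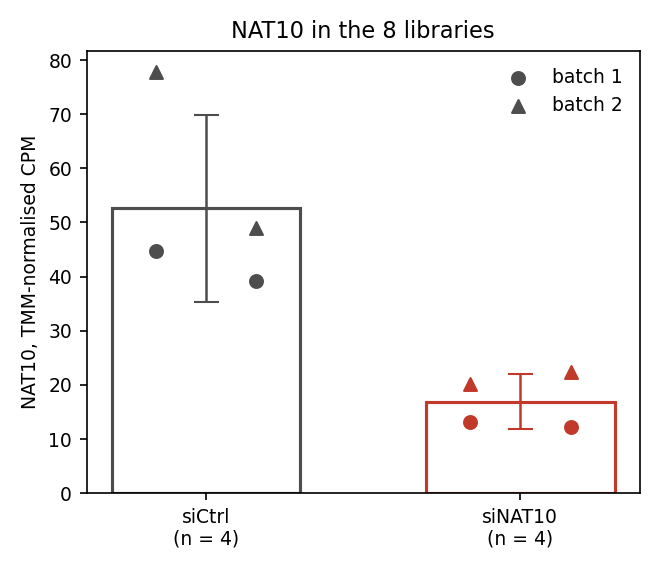
NAT10 abundance in TMM-normalised CPM (y axis) in the siCtrl and siNAT10 libraries (x axis), with bars at the group mean, error bars of 1 SD (n = 4) and a point per library, circles for batch 1 and triangles for batch 2. The siNAT10 libraries sit between 12.2 and 22.3 CPM and the siCtrl libraries between 39.2 and 77.8 CPM.

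Across 13840 tested genes, 315 were called between siNAT10 and siCtrl (edgeR quasi-likelihood test, adjusted p under 0.05), 113 higher and 202 lower in siNAT10. Most changes were small: the median absolute log2 fold change of the called genes was 0.60, and 31 called genes changed by at least 2-fold, 8 higher and 23 lower (18 in all without siNAT10 replicate 2 and 20 without siCtrl replicate 1). Over all tested genes, not chosen by their change, every siNAT10 library lay beyond both siCtrl libraries of its own batch in 14.7%, where chance gives 5.56%. The called genes were selected on the same libraries, so their agreement between batches is no separate test. The count depended most on the batches used: 0 genes were called in batch 2 alone, where 946 of 13433 genes had an unadjusted p under 0.05, against 173 called in batch 1 alone. Without the batch term 15 genes were called. Leaving out siNAT10 replicate 2 left 75 called genes, leaving out siCtrl replicate 1 left 104, siCtrl replicate 2 left 132, siNAT10 replicate 1 left 134 and siNAT10 replicate 3 left 178. With the replicate number as a block in the fit, 454 genes were called, 175 higher in place of 113 and 279 lower in place of 202. The excess of lower over higher calls depended on the scaling, with 138 higher and 149 lower when library size alone was used. Of the called genes, 285 were protein-coding and 7 had no entry in GENCODE 44.

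The siRNA effect was then compared between the batches. The interaction of batch and siRNA was called for 0 of 13840 genes in edgeR's quasi-likelihood test, with 421 genes (3.04%) at an unadjusted p under 0.05. The most different alternative was the one with no filter on low counts, in which 15 genes were called. Of the 173 genes called in batch 1 alone, 160 had the same sign in batch 2. Over the 13299 genes fitted in both batches, the log2 fold changes correlated across genes with a Pearson r of 0.32 and a Spearman rho of 0.33, and 61.9% had the same sign. Genes are not independent replicates, so no p is attached to these values.

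**Figure D2:**
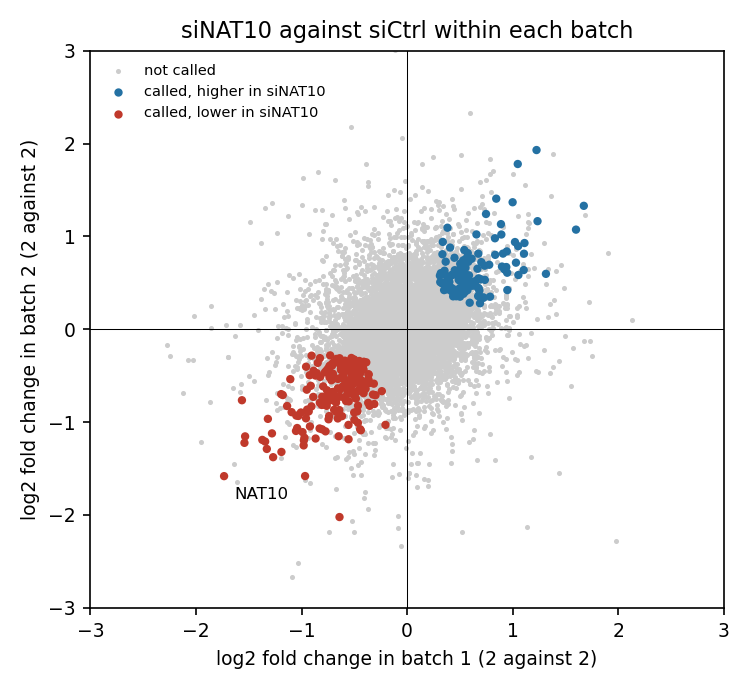
Log2 fold change of siNAT10 against siCtrl in batch 1 (x axis) and in batch 2 (y axis), each fitted on 2 libraries per group, with a point for each of the 13261 genes fitted in both batches and tested over the 8 libraries, blue for genes called higher and red for genes called lower over the 8 libraries and grey for the others. The called genes were selected on the same 8 libraries; of the genes with a point, 4, 1 of them called, lie beyond the axes at 3.

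The lower genes named by the preset rule were AXL, MATN3, KIF3B, AMMECR1 and LINC03040. AXL (ENSG00000167601; chromosome 19, 41219223 to 41261766) fell from 22.96 ± 1.96 to 9.16 ± 2.12 CPM (SD, n = 4 in each group here and below), a log2 fold change of -1.35 with a standard error of 0.14 (edgeR adjusted p 1.3e-04). MATN3 (ENSG00000132031; chromosome 2, 19992052 to 20012668) fell from 405.6 ± 41.9 to 161.5 ± 23.7 CPM, a log2 fold change of -1.33 with a standard error of 0.12 (edgeR adjusted p 3.1e-05). KIF3B (ENSG00000101350; chromosome 20, 32277651 to 32335011) went from 146.9 ± 9.76 to 67.4 ± 14.3 CPM, a log2 fold change of -1.14. AMMECR1 (ENSG00000101935; chromosome X, 110194186 to 110440318) stood at 11.99 ± 1.83 CPM in siCtrl and 5.49 ± 0.29 CPM in siNAT10, a log2 fold change of -1.11. The non-coding LINC03040 (ENSG00000181577; chromosome 6, 44000580 to 44007612) stood at 21.5 ± 3.66 and 10.3 ± 2.48 CPM, a log2 fold change of -1.07. The edgeR adjusted p of the last 3 lay between 3.8e-05 and 7.2e-04. The 3' UTR of AXL, MATN3, KIF3B and AMMECR1 holds the heptamer GTCTCTA, which is also in the NAT10 coding sequence and whose carriers were lower as a class. WDR35-DT lies on the other strand over the 3' end of MATN3, and because the strand setting of the counting is not stated its count is uncertain to that extent. All 5 genes stayed called in each of the 8 fits that left out one library. None was called in batch 2 alone, where their log2 fold changes ran from -1.38 to -0.96. Without the batch term LINC03040 was not called (edgeR adjusted p 0.091), while AXL, MATN3, KIF3B and AMMECR1 were.

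The higher genes named by the rule were CFDP1, DDC, BIRC7, CYP24A1 and BBS5. CFDP1 (ENSG00000153774; chromosome 16, 75293698 to 75433503) rose from 39.6 ± 6.25 to 80.1 ± 9.28 CPM, a log2 fold change of 1.02 with a standard error of 0.12 (edgeR adjusted p 4.0e-04). BIRC7 (ENSG00000101197; chromosome 20, 63235883 to 63240495) rose from 41.7 ± 6.95 to 82.7 ± 23.3 CPM, a log2 fold change of 0.96 with a standard error of 0.11 (edgeR adjusted p 2.0e-04). DDC (ENSG00000132437; chromosome 7, 50458436 to 50565405) went from 6.97 ± 1.58 to 13.7 ± 2.57 CPM, a log2 fold change of 0.97. CYP24A1 (ENSG00000019186; chromosome 20, 54153446 to 54173986) went from 47.1 ± 29.2 to 84.3 ± 19.6 CPM, a log2 fold change of 0.95, with 23.3 and 32.2 CPM in the siCtrl libraries of batch 1 and 43.8 and 89.1 CPM in those of batch 2. BBS5 (ENSG00000163093; chromosome 2, 169479480 to 169506655) went from 10.7 ± 2.61 to 19.7 ± 6.14 CPM, a log2 fold change of 0.89. The edgeR adjusted p was 0.0079 for DDC, 0.018 for CYP24A1 and 0.011 for BBS5. These 3 calls were each lost in at least 1 fit that left out one library. Without the batch term these 3 genes and BIRC7 were not called (edgeR adjusted p from 0.13 for BIRC7 to 0.54 for CYP24A1). DDC passed the threshold in neither batch alone and had an adjusted p of 0.060 without siNAT10 replicate 2. BBS5 had 0.057 without siCtrl replicate 1, and CYP24A1 had between 0.064 and 0.089 in the fits without siCtrl replicate 1, siCtrl replicate 2, siNAT10 replicate 1 or siNAT10 replicate 2. The transcript of another gene (ENSG00000251569) covers the 3' end of BBS5 on the same strand, so its count is uncertain. The 3' UTRs of CYP24A1 and AMMECR1 hold the heptamer TTACAAA, whose carriers were higher as a class.

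Gene sets written beforehand were used to ask whether functional classes moved together. Of 16 sets, 5 passed the threshold in the camera test with a preset correlation. Cholesterol synthesis was lower (median log2 fold change -0.29 over 21 genes, camera adjusted p 1.3e-04), with 20 of 21 genes lower. Secreted hepatocyte proteins were lower (-0.23 over 37 genes, camera adjusted p 1.9e-04, 29 lower), as were G2/M mitosis genes (-0.17 over 34 genes, camera adjusted p 0.0065, 27 lower) and mesenchymal genes (-0.21 over 22 genes, camera adjusted p 0.010, 15 lower). The p53 targets were higher (0.14 over 33 genes, camera adjusted p 0.011, 25 higher). With the correlation estimated from the data 0 sets passed, and the secreted proteins and mesenchymal genes were the 2 with an unadjusted p under 0.05. With fry the same 2 sets passed, so the calls of the cholesterol, G2/M and p53 sets held under neither. The G2/M call was lost without siNAT10 replicate 1, where its median was -0.11 and its camera adjusted p 0.16, and its median was -0.10 without siCtrl replicate 2. The cholesterol median was -0.17 without siCtrl replicate 3 and the mesenchymal median -0.12 without siCtrl replicate 1, both still past the threshold. In all, 8 sets passed without siCtrl replicate 2 and 8 without siNAT10 replicate 2. Few single members were called: 2 of the cholesterol genes over all genes tested and 6 when adjusted over the list alone, 5 and 13 of the secreted proteins, 1 and 1 of the G2/M genes, 3 and 7 of the mesenchymal genes, and 1 and 1 of the p53 targets.

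Within batches, the median of the cholesterol genes was -0.29 in batch 1 and -0.33 in batch 2, that of the secreted proteins -0.16 and -0.34, that of the mesenchymal genes -0.18 and -0.22, and that of the p53 targets 0.17 and 0.10. The G2/M genes had a median of -0.28 in batch 1 and -0.04 in batch 2. The difference between batches was not tested for sets. In separate camera tests of the batches, the secreted proteins and the mesenchymal genes passed in batch 2 and not in batch 1, the G2/M genes and p53 targets in batch 1 and not in batch 2, and the cholesterol genes in both. Of the other sets, the mitochondrially encoded genes passed in batch 1 (median -0.28), and the ribosomal proteins (-0.12) and the hypoxia and glycolysis genes (-0.12) passed in batch 2. A set's score in a library was the mean over members of log2 CPM less the gene's mean over the 8 libraries. In batch 2 the cholesterol scores of the groups overlapped. They were 0.18 and -0.052 in siCtrl replicates 3 and 4, and -0.037 and -0.31 in siNAT10 replicates 3 and 4. The p53 scores there did not overlap, at 0.095 and 0.097 in the siCtrl and 0.27 and 0.16 in the siNAT10 libraries.

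**Figure D3:**
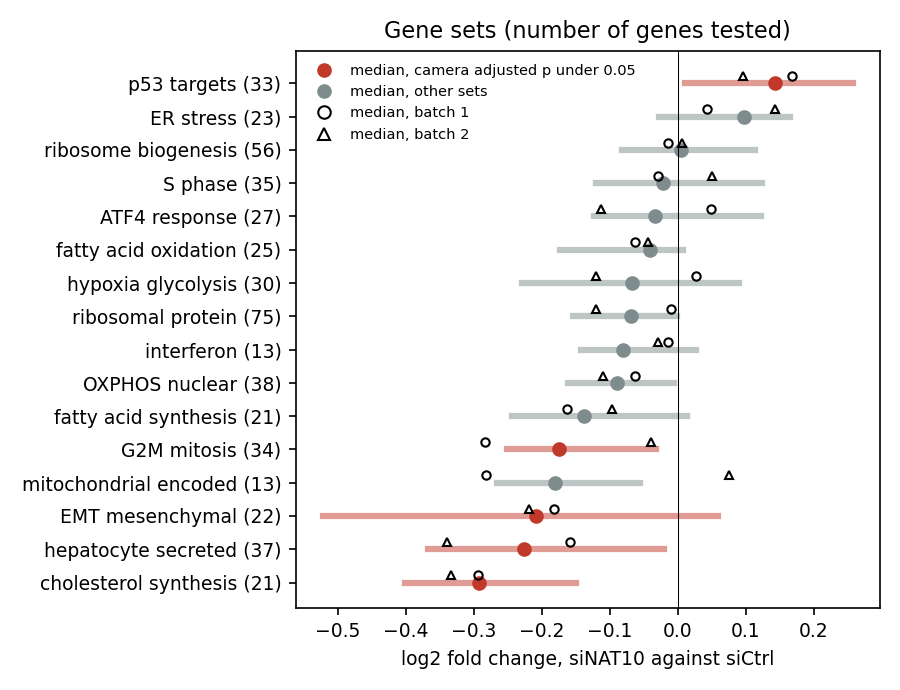
Median log2 fold change of siNAT10 against siCtrl over the tested genes of each of the 16 sets (filled points, red where the camera adjusted p was under 0.05), with a line from the lower to the upper quartile of the genes and open symbols for the medians in batch 1 (circles) and batch 2 (triangles). Cholesterol synthesis has the lowest median (-0.29) and the p53 targets the highest (0.14).

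In 4 of these sets the called member with the largest change was VTN (ENSG00000109072; GRCh38 chromosome 17, 28367284 to 28373091) for secreted proteins with a log2 fold change of -0.75 (edgeR adjusted p 0.0036), LOXL2 (ENSG00000134013; chromosome 8, 23296897 to 23425328) for mesenchymal genes with -1.25 (edgeR adjusted p 0.011), KIF20A (ENSG00000112984; chromosome 5, 138178719 to 138187723) for G2/M mitosis with -0.59 (edgeR adjusted p 0.043) and SESN1 (ENSG00000080546; chromosome 6, 108984309 to 109094846) for p53 targets with 0.56 (edgeR adjusted p 0.021). LOXL2 was low, at 4.57 ± 0.86 CPM in siCtrl and 1.84 ± 0.41 CPM in siNAT10 (SD, n = 4). SESN1 lost its call in 4 of the 8 fits that left out one library, those without siCtrl replicate 1 or 2 or siNAT10 replicate 1 or 2, with adjusted p from 0.053 to 0.10. KIF20A lost it in 6 of them, all but those without siCtrl replicate 4 or siNAT10 replicate 3, with adjusted p from 0.081 to 0.16, and also with library size alone (0.058), after thinning to the smallest library (0.076), without the batch term (0.31) and in batch 2 alone (0.72). LOXL2 passed in neither batch alone (0.15 and 0.28), VTN and SESN1 did not pass in batch 2 alone (0.40 and 0.70), and none of these 4 genes passed without the batch term. The 3' UTR of SESN1 holds TTACAAA. Other genes lie over the 3' ends of KIF20A (CDC23, other strand) and VTN (SARM1 on the other strand and ENSG00000273171 on the same strand), so these counts are uncertain.

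The remaining 11 sets did not pass. Ribosomal proteins had a median log2 fold change of -0.07 over 75 genes (camera adjusted p 0.12), ribosome biogenesis genes 0.0048 over 56 genes (0.67), and nuclear oxidative phosphorylation genes -0.09 over 38 genes (0.066). Fatty acid synthesis genes stood at -0.14 over 21 genes (0.066), mitochondrially encoded genes at -0.18 over 13 genes (0.10), and endoplasmic reticulum stress genes at 0.10 over 23 genes (0.10). The hypoxia and glycolysis, fatty acid oxidation, interferon, ATF4 and S phase sets had medians of -0.07, -0.04, -0.08, -0.03 and -0.02, with adjusted p of 0.15, 0.15, 0.47, 0.84 and 0.90. Several of these results turned on 1 library. The mitochondrially encoded genes passed without siNAT10 replicate 4 (median -0.26) or siCtrl replicate 3 (-0.23) and had a median of 0.021 without siNAT10 replicate 2. The ribosomal proteins passed without siCtrl replicate 2 (-0.12) or siNAT10 replicate 2 (-0.09), fatty acid synthesis without siCtrl replicate 1 (-0.17), siNAT10 replicate 2 (-0.13) or siNAT10 replicate 3 (-0.13), and oxidative phosphorylation without siCtrl replicate 2 (-0.13) or siNAT10 replicate 3 (-0.13). Endoplasmic reticulum stress passed without siNAT10 replicate 2 (0.12), and hypoxia and glycolysis without siCtrl replicate 2 (-0.10). The S phase median was positive without siCtrl replicate 2 (0.019), siCtrl replicate 3 (0.011) or siNAT10 replicate 1 (0.035), and the ribosome biogenesis median was -0.0039 without siNAT10 replicate 1. Other medians moved by over 1.5 times without a change of call. Interferon was -0.03 without siCtrl replicate 4, -0.04 without siCtrl replicate 1, -0.04 without siNAT10 replicate 3 and -0.04 without siNAT10 replicate 4. Fatty acid oxidation was -0.015 without siNAT10 replicate 1, -0.10 without siCtrl replicate 3, -0.08 without siNAT10 replicate 2 and -0.06 without siCtrl replicate 2. Hypoxia and glycolysis was -0.02 without siNAT10 replicate 3 or siCtrl replicate 3. Oxidative phosphorylation was -0.05 without siNAT10 replicate 4. Ribosomal proteins were at -0.02 without siCtrl replicate 3, -0.04 without siCtrl replicate 1 and -0.04 without siNAT10 replicate 4. Mitochondrially encoded genes were at -0.08 without siCtrl replicate 2, -0.09 without siNAT10 replicate 3 and -0.12 without siCtrl replicate 1. The ATF4, S phase and ribosome biogenesis medians, all within 0.05 of 0, moved by over 1.5 times in at least 4 of these fits, with extremes of -0.06 (siCtrl replicate 3 left out) and -0.0088 (siNAT10 replicate 4) for ATF4, -0.050 (siCtrl replicate 4) and 0.035 (siNAT10 replicate 1) for S phase, and -0.0039 (siNAT10 replicate 1) and 0.040 (siCtrl replicate 3) for ribosome biogenesis. With library size alone the median over all tested genes was 0.037, and the S phase and ATF4 medians were positive (0.020 and 0.0066). In that fit fatty acid oxidation was at -6.1e-05, ribosomal proteins at -0.028 and hypoxia and glycolysis at -0.028. Interferon was at -0.038 and oxidative phosphorylation at -0.052, and the calls did not change.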

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

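The test of the interferon score by abundance was chosen only after the result was seen. Each of 68 groups of 4 values (a library measure in one siRNA group) was examined for a library whose gap to the nearest of the others took up most of the group's range, and 2 were found where chance alone gives about 3.4 (1 in 20).

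The interferon set score of siNAT10 replicate 3 was -0.236, against 0.0126 to 0.0362 in the other siNAT10 libraries. Over the 9 of 13 members with at least 8 CPM its score was -0.0208, inside the range of the other siNAT10 libraries over the same members (-0.119 to 0.0886), and the library was the lowest of its group for 5 of 13 members. The low score therefore came from the 4 members with fewer counts, which is in line with sampling noise, and no biological explanation was tested.

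The change of genes with the heptamer GTCTCTA in the 3' UTR, measured per library against the mean of its batch, was 0.0969 in siCtrl replicate 2 and 0.0506 to 0.0570 in the other siCtrl libraries. The values of a batch sum to 0 by construction, so a high siCtrl value goes with low siNAT10 values of the same batch, and the other batch 1 values were 0.0570 for siCtrl replicate 1 and -0.0597 and -0.0942 for siNAT10 replicates 1 and 2. Without siCtrl replicate 2 the siNAT10 against siCtrl change of these genes was -0.12, against -0.13 with all libraries, so the direction did not rest on that library. What set this library apart was not tested.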

How the results depend on the processing

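The heptamer comparisons, the thinning of all libraries to the smallest total and the thinning of batch 1 to the depths of batch 2 were chosen only after results had been seen. The direction of NAT10 and of all 315 called genes was the same in every alternative fixed beforehand that refitted genes, which share libraries with the fit that selected those genes, and the 2 heptamer classes kept their direction in all 36 comparisons (GTCTCTA -0.157 to -0.108, TTACAAA 0.055 to 0.066). How many genes passed the threshold was far less stable.

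In batch 2 alone NAT10 had a log2 fold change of -1.58 with an edgeR adjusted p of 0.0861, over a range of 1.6e-32 to 0.0861 across its alternatives, and 0 genes were called (0 higher, 0 lower, 0 at 2-fold, 0 of 11 named genes), with 946 genes at an unadjusted p under 0.05. Batch 1 alone gave 173 genes (63 higher, 110 lower), of which 119 were among the 315. These fits have fewer libraries by construction. Without the batch term 15 genes were called (1 higher, 14 lower, 8 at 2-fold, 6 of 11 named genes), which leaves the batch difference in the error. With the replicate block 454 genes were called (175 higher, 279 lower), all 315 calls and all 11 named genes were kept, and the number of sets past the threshold stayed at 5. DESeq2 called 575 genes (252 higher, 323 lower), 311 of them shared. With no filter on low counts 595 were called (227 higher, 368 lower, 69 at 2-fold), 311 of them shared, and the interaction of batch and siRNA was called for 15 genes. The cause was not tested for DESeq2 or for the missing filter. Testing against a fold of 1.2 in glmTreat called 54 genes where 31 passed both the threshold and 2-fold, a different criterion by construction.

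Across the 8 fits that each left out one library, 75 to 286 genes were called (28 to 107 higher, 47 to 179 lower, 18 to 34 at 2-fold), 9 to 11 named genes stayed called and 4 to 8 sets passed. The lowest counts of genes came without siNAT10 replicate 2 (75) and the highest without siNAT10 replicate 4 (286). Leaving out 1 library removes replication, and why siNAT10 replicate 2 weighed most was not tested. The interaction was not refitted this way, since 1 library would remain for a group in a batch. Thinning to the smallest total, chosen after seeing the data, gave 263 genes, 243 of them shared.

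Of the 5 sets, 0 passed with an estimated correlation and 2 with fry, which allow for correlation between genes by construction. Some set medians changed sign, including that of the mitochondrially encoded genes, which was -0.18 with all 8 libraries. The ribosome biogenesis median was -0.0021 with no filter, -0.014 in batch 1 and -0.0039 to 0.040 across the fits without one library. The S phase median was 0.020 with library size alone, 0.051 in batch 2 and -0.050 to 0.035 across those fits. The ATF4 median was 0.0066 with library size alone and 0.049 in batch 1, the hypoxia and glycolysis median 0.024 in batch 1, and the mitochondrially encoded median 0.075 in batch 2 and -0.26 to 0.021 across those fits. The cause was not tested. Over all comparisons, those above included, single named genes other than NAT10 were weaker in 46, and sets were stronger in 14 and weaker in 13.

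Depth was lower in batch 2, yet batch 1 thinned to the depths of batch 2 gave 140 called genes, so depth alone did not set the count of 0 in batch 2.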

Other observations

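The tests of the length of the heptamer match and of copies within each of the 2 gene families counted near 0 were chosen only after the results were seen, and the heptamers themselves were found in and tested on the same fold changes.

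The 8 libraries can be parted into 4 and 4 in 34 ways that leave the batch term estimable. Of these, 1 of the 34 splits, the real one, gave as many called genes, and the other splits gave at most 0. The real split is among the 18 that are balanced over the batches. For the gene sets, 6 of the 34 splits gave as many sets past the threshold as the real 5, so the number of sets is one that other splits also give. Of the 8 splits that, like the real one, part all 4 same-numbered pairs, 1 gave as many genes and 2 as many sets, and of the 24 that part 2 pairs, 0 gave as many genes and 4 as many sets. Without the batch term, the split that follows the batches gave 2787 genes, against 15 for the siRNA.

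Genes with GTCTCTA in the 3' UTR (1278 of 8128) were lower in siNAT10 than the others. The log2 fold change fitted with the covariates was -0.13 (standard error 0.0070, t -18.9), the largest t in size of all heptamers. This t runs across genes, which are not independent replicates. Median log2 fold changes, not adjusted for the covariates, were -0.060 in carriers and 0.011 in the others. In the splits of the libraries that exchange 2 siNAT10 for 2 siCtrl libraries, and so keep none of the siRNA contrast, the most extreme t of any heptamer was -10.02. The heptamer was in 84 of 169 genes called lower (49.7%) and 6 of 92 called higher (6.52%), against 15.7% of all genes in the scan. All 4 siCtrl libraries were above and all 4 siNAT10 libraries below their batch mean. Carriers without an Alu word in the UTR were lower by -0.147, which argues against Alu repeats as the whole cause. In batch 1, where total counts were similar between the groups, the change was -0.157, which argues against the lower depth of the siNAT10 libraries of batch 2. The word occurs in NAT10 itself, in exon 11 of 29, in the coding sequence (GRCh38 chromosome 11, 34124328 to 34124335 for GTCTCTAA), as do 20.1% of heptamers. Sites in the 3' UTR went with a larger decrease than sites in the coding sequence alone, by -0.0748 (standard error 0.0137), and the 8-base match went with -0.245, the 7-base match GTCTCTA alone with -0.13, the 7-base match TCTCTAA alone with -0.059 and the 6-base match with -0.027. A candidate explanation is that the NAT10 siRNA acts on other mRNAs through a seed matching this word. The sequence of the siRNA was not used here, so this is a hypothesis that the sequence would decide. By t, 2 of the 34 splits gave a heptamer as extreme; the other exchanges 1 siNAT10 library for a siCtrl library and keeps part of the siRNA contrast, with a change of -0.116. An effect of NAT10 loss itself on these mRNAs stays open and untested, since loss of NAT10 and any action of the siRNA on other mRNAs occur in the same libraries.

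Genes with TTACAAA in the 3' UTR (1739) were higher by 0.060 with the covariates included (standard error 0.0066, t 9.05), and the word is absent from the NAT10 mRNA. Median log2 fold changes without that adjustment were 0.060 in carriers and -0.014 in the others. TTACAAA was in 40 of 92 genes called higher (43.5%) and 28 of 169 called lower (16.6%). Among 104 heptamers of the same bases the highest t without a long overlap was 3.73, which argues against base composition. A seed of the control siRNA acting in the siCtrl libraries is a possible explanation, and the test of it stayed open: sites in the 3' UTR exceeded sites in the coding sequence alone by 0.0209 with a standard error of 0.0116. A t as large as this one arose for some heptamer in 18 of the 34 splits, mostly GTCTCTA in the real split or in splits that keep part of the siRNA contrast. In 3 of the 18 it was another heptamer in a split that keeps none of that contrast (t -9.14, -10.01 and -10.02), so a t of this size also arises without it. The change of TTACAAA itself was as large in 1 split, the real one.

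The medians of the gene sets past the threshold did not rest on members with these heptamers in their own 3' UTR. Members without either word kept at least 78.9% of the set median, the lowest being the secreted proteins. The sets were not tested again without the carriers. An indirect change of a set through a carrier outside it cannot be excluded this way.

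Some genes that every cell uses were counted near 0. Of 124 ribosomal protein and oxidative phosphorylation genes, 22 had a mean under 10 CPM (median 0.691, against 292 for the others), such as RPS18 at 8.49 CPM beside 4900 CPM for its copy RPS18P5. Of the 12 ribosomal protein genes among them, 91.7% had a near-identical copy, against 26.9% of the other 67 (Fisher's exact two-sided p 3.5e-05), which is consistent with reads lost to copies. Of the 10 oxidative phosphorylation genes, 9 had no such copy, which argues against copies there. Another gene over the 3' end was found for 27.3% of the 22 and 30.4% of the others (Fisher's exact two-sided p 1). Overlap cannot be told apart from other losses, since the authors' annotation holds 24911 identifiers that were not placed here. APOB (0.0389 CPM), LDHA (0.168 CPM), INSIG1 and LSS (0 CPM), picked after their values were seen, were also near 0, and the absence of such genes from the tests says nothing on whether they changed.

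Batch 2 alone gave 0 called genes, with 946 at an unadjusted p under 0.05, where batch 1 gave 173. Batch 1 thinned to the depths of batch 2 gave 140, which argues against depth as the whole cause. The biological coefficient of variation was 15.9% in batch 2 and 11.97% in batch 1, and whether this accounts for the rest was not tested.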
